A study of Homo sapiens with 12 samples.

How the data were processed

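The samples were 12 RNA-seq libraries of HCT116 cells in 6 groups of 2, from 3 siRNAs before serum and 90 min after it, and groups and replicate numbers were read from the sample titles. Per the labels, siRNAs were delivered with Oligofectamine, total RNA was column-purified and treated with DNase, reverse transcription used random hexanucleotides, and 18S rRNA was depleted before the libraries were made.

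The authors deposited a table of fragment counts per gene over whole gene bodies and a table of counts over exons. Per the file headers both came from featureCounts on Ensembl annotation release 87 of GRCh38, with a fragment counted where both ends were mapped, a fragment over several genes counted for each, and no strand option. The aligner is not stated. Both tables hold 58051 genes and 6 further columns that match no sample label, which were not used here. The deposited files per sample carry TPM in their names, but the values are estimated counts per transcript. Their totals ran from 44071600 to 99082800 per library (rounded), between 54.8% and 61.2% of their values were fractional, and summed per gene they came to 1.02 times the exon counts of the same library (median over genes with at least 500 exon counts). The tool that made them is not stated. Of 173259 transcripts, 159196 were matched to a gene, and the unmatched ones held 2.51% to 14.6% of a library's total.

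Gene names, gene types, positions, transcripts, GC content and 3′ untranslated regions were taken from GENCODE release 29, where 57447 genes were found by identifier. GC content was that of the longest transcript and was known for 27632 of the 27915 tested genes (99.0%).

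Gene-body counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the 6 groups, libraries were scaled by TMM (which sets a factor per library so that most genes are unchanged), and 1 model of the 6 group means was fitted to all 12 libraries (glmQLFit with robust estimation). In 12 comparisons genes were tested with edgeR's quasi-likelihood test and called at a Benjamini-Hochberg adjusted p under 0.05, with all tests two-sided. SE values were derived from the log2 fold change and the test statistic. Abundance is given as CPM, a gene's count relative to the TMM-scaled total of its library. On the log2 scale a prior count of 2 was used. The 12 comparisons were each knockdown against siControl and siPFDN5 against siPFDN2 before and after serum, the serum response in each siRNA and on average, and the difference of the serum response of each knockdown from siControl. Between a library's counts and the mean of the libraries a GC trend was fitted (lowess with span 0.3 and 3 iterations) and added to the model's offset as an alternative.

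The targets were also tested as a list of 4 tests. Named genes are PFDN2, PFDN5 and list members where a sentence about the list needs one. In each comparison they are also up to 3 genes with the largest positive and 3 with the largest negative log2 fold change, among genes with an adjusted p under 0.05, a mean log2 CPM of at least 3, and both libraries of one group above both of the other. For differences of the serum response the last condition was not applied. A further 6 genes outside this rule are marked in the text as named after their values had been seen.

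The 8 gene lists were the 6 prefoldin subunits, prefoldin-like subunits (10 genes, 9 tested), TRiC subunits (8), actins and tubulins (13), immediate-early genes (40), p53 targets (24, with 23 tested), interferon-stimulated genes (24, with 22 tested) and heat shock genes (20). They were tested by camera with a preset correlation of 0.01 and adjusted over all 96 tests, with fry and camera with an estimated correlation (limma 3.58.1) beside it. The genes called higher in the averaged serum response formed a set. Its choice would be independent of differences between the siRNAs if all groups varied alike, but siPFDN2 before serum varied more than the others, so error in that group entered both the choice and the difference under siPFDN2. Correlations of the knockdowns across genes were set against 100 simulated sets of unchanged groups with the same controls and the same spread in every group. Intronic counts were gene-body counts minus exon counts. The share of a gene was tested as an intron-by-group interaction with the library as a block in edgeR, among genes that overlap no other gene. Libraries' shares were compared by exact permutation tests. Gene length and exon number were sorted into 5 bins. Seed matches were sought in the longest annotated 3′ untranslated region for 7-base sites, with random 7-mers that had at least 50 genes with a site. Values given for random sequences bound their central 95%, so that some of the sequences lie outside.

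The groups, comparisons, main tests, gene lists, rule for named genes and a first set of alternatives were fixed before the data were examined. These alternatives were upper-quartile scaling, library size only, no filter, at least 10 counts in every library, exon counts, DESeq2 1.42.0, a replicate block, a threshold of 0.01, a test against a 1.2-fold change, fits of only the 4 libraries compared, other bins, other seeds and leaving out each library in turn. The following alternatives were chosen after seeing the data: GC correction, sums of transcript estimates (in place of TPM, which the files do not hold), limma voom with library weights, fits of only the 8 libraries of 2 siRNAs, genes overlapping no other gene, different control libraries, the induced genes held fixed under other settings and without each library, or chosen in 1 replicate number and measured in the other, random 7-mers of matched frequency, and combinations with leaving out siPFDN2 before serum replicate 2.

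The steps were tested on simulated data. Among 200 genes given a change in simulated counts, edgeR recovered 100% of those changed 4-fold and 68% of those changed 2-fold at the threshold. With a GC trend put into 1 library, 37% of the 2-fold changes were recovered without the GC correction and 76% with it. For the intron test 96.0% and 27.6% were recovered, and a shift of -0.15 planted in genes with a seed match was recovered as -0.16. The number of libraries, 2 per group, limits the precision, and counting error is small beside it at the depths given.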

Results

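RNA was sequenced from HCT116, a human colon carcinoma cell line, after transfection with a small interfering RNA (siRNA, a short duplex that lowers the messenger RNA it matches). The siRNAs were directed against PFDN2 (siPFDN2), against PFDN5 (siPFDN5) or against no listed gene (siControl). PFDN2 and PFDN5 encode subunits of prefoldin, a complex that passes newly made actin, tubulin and other proteins to the chaperonin TRiC. Cells were starved of serum for 48 h, starting 24 h after the siRNA was added, and were taken before serum or 90 min after it. Serum given to starved cells switches on a set of immediate-early genes. Each of the 6 groups had 2 libraries, called replicate 1 and replicate 2.

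Counts over whole gene bodies, introns included, added up to between 59784425 and 136504590 per library. In siControl they came to 85996195 and 101420178 before serum and to 80139644 and 136504590 after it. The siPFDN2 libraries held 90602308 and 101654340 counts before serum and 67060151 and 91641079 after it. The siPFDN5 libraries held 59784425 and 69515213 counts before serum, and those labelled siPFDN5 after serum held 81124875 and 90740656.

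Pearson's r between the 2 libraries of a group, across genes on the log2 scale, lay between 0.977 and 0.994. It was lowest for siPFDN2 before serum. The SD of the log2 difference between replicates was 0.683 in that group and between 0.124 and 0.305 in the other groups, across 12222 genes with a mean log2 abundance of at least 3. In the other 11 libraries, Spearman's rho across genes between a gene's deviation and its GC content lay between -0.280 and 0.133. In siPFDN2 before serum replicate 2 it was 0.688. Removing each library's GC trend lowered the replicate SD of this group to 0.388, still above the 0.302 of siControl after serum, the next highest. The median biological coefficient of variation across genes was 18.1% with all 12 libraries, 14.3% with the GC trend removed and 13.05% without siPFDN2 before serum replicate 2. Because this library raised the shared error estimate of every comparison, results are given with all 12 libraries first, and with the GC trend removed or the library left out beside them. The shared estimate draws on all groups, so it may understate the error of comparisons that use siPFDN2 before serum. Such comparisons may therefore pass too many genes.

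**Figure D1:**
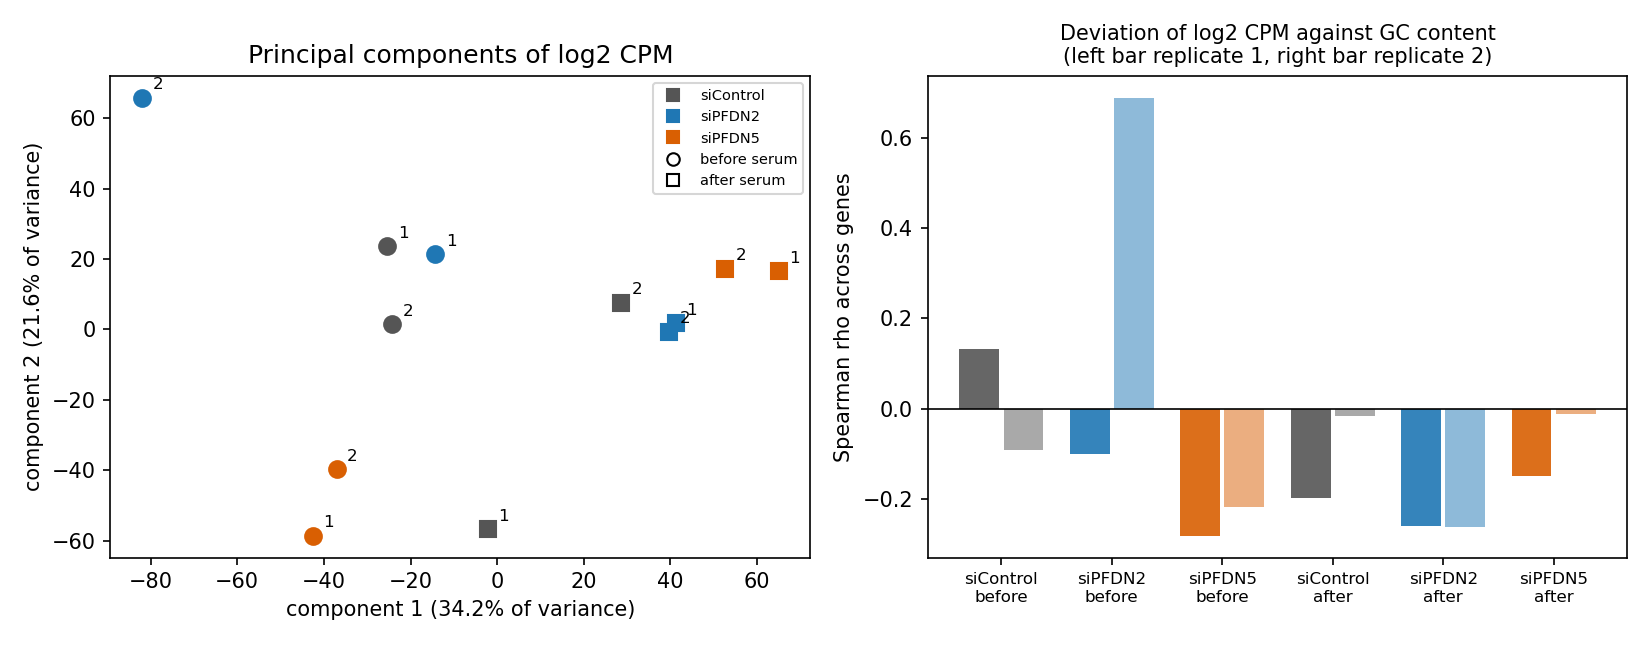
Left, the first components of a principal component analysis of log2 abundance, one point per library (34.2% and 21.6% of the variance), with colour for the siRNA and shape for serum. Right, Spearman's rho across genes between each library's deviation and GC content. The bar of siPFDN2 before serum replicate 2 reaches 0.688, and the other 11 lie between -0.280 and 0.133.

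The abundance of each targeted gene was read first. PFDN2 (ENSG00000143256, GRCh38 chromosome 1, 161100556 to 161118111) stood at 11.5 and 11.2 CPM (the count relative to the scaled total of its library) in the siControl libraries before serum and at 19.5 and 16.3 CPM after it. In the siPFDN2 libraries it stood at 7.55 and 8.49 CPM before serum and at 8.73 and 9.47 CPM after it. In the siPFDN5 libraries it stood at 21.8 and 21.1 CPM before serum, and in those labelled siPFDN5 after serum at 23.1 and 28.7 CPM. PFDN5 (ENSG00000123349, GRCh38 chromosome 12, 53295291 to 53299450) stood at 76.8 and 68.9 CPM in siControl before serum and at 67.9 and 74.0 CPM after it. It stood at 76.2 and 66.9 CPM in siPFDN2 before serum and at 81.8 and 81.1 CPM after it. It stood at 40.97 and 44.18 CPM in siPFDN5 before serum and at 67.5 and 68.6 CPM in the libraries labelled siPFDN5 after serum. Each gene overlaps 1 other annotated gene, and counting ignored the strand.

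PFDN2 in siPFDN2 came to 70.9% of siControl before serum (mean ± SD 8.02 ± 0.665 against 11.3 ± 0.208 CPM, n = 2 per group) and to 50.8% after serum (9.10 ± 0.521 against 17.9 ± 2.31 CPM, n = 2 per group). The log2 fold changes were -0.50 (SE 0.16) and -0.98 (SE 0.16). In these fits edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p of 0.442 and 0.772 over all 27915 genes, and of 0.0146 and 0.000274 adjusted over the list alone (4 tests of the targets). PFDN5 in siPFDN5 came to 58.4% of siControl before serum (42.6 ± 2.27 against 72.8 ± 5.62 CPM, n = 2 per group). Its log2 fold change was -0.77 (SE 0.14), with an adjusted p of 0.104 over all genes and 0.000274 adjusted over the list alone. In the libraries labelled siPFDN5 after serum PFDN5 came to 95.9% of siControl (68.0 ± 0.787 against 71.0 ± 4.33 CPM, n = 2 per group). Its log2 fold change of -0.06 (SE 0.14) was smaller than the spread between replicates, with an adjusted p of 0.827 over all genes and 0.661 adjusted over the list alone. Without siControl after serum replicate 2 the sign turned, to 0.05. Exon counts gave a log2 fold change of -0.17 there, and sums of transcript estimates gave -0.12. In exon counts these libraries stood at 79.5 and 80.4 CPM, below siControl after serum at 86.0 and 88.8 CPM. A lowering of the size seen before serum therefore was not seen in the libraries labelled siPFDN5 after serum. A smaller one is not excluded. PFDN2 was higher in siPFDN5 than in siControl, at 189% before serum (log2 fold change 0.92, SE 0.16, adjusted p over all genes 0.104) and at 145% in the libraries labelled siPFDN5 after serum (0.53, SE 0.16, adjusted p 0.108), in 2 of 2 libraries each time. The alternative that moved the target values most was the sum of transcript estimates, with a log2 fold change of -0.81 for the knockdown of PFDN2 before serum.

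**Figure D2:**
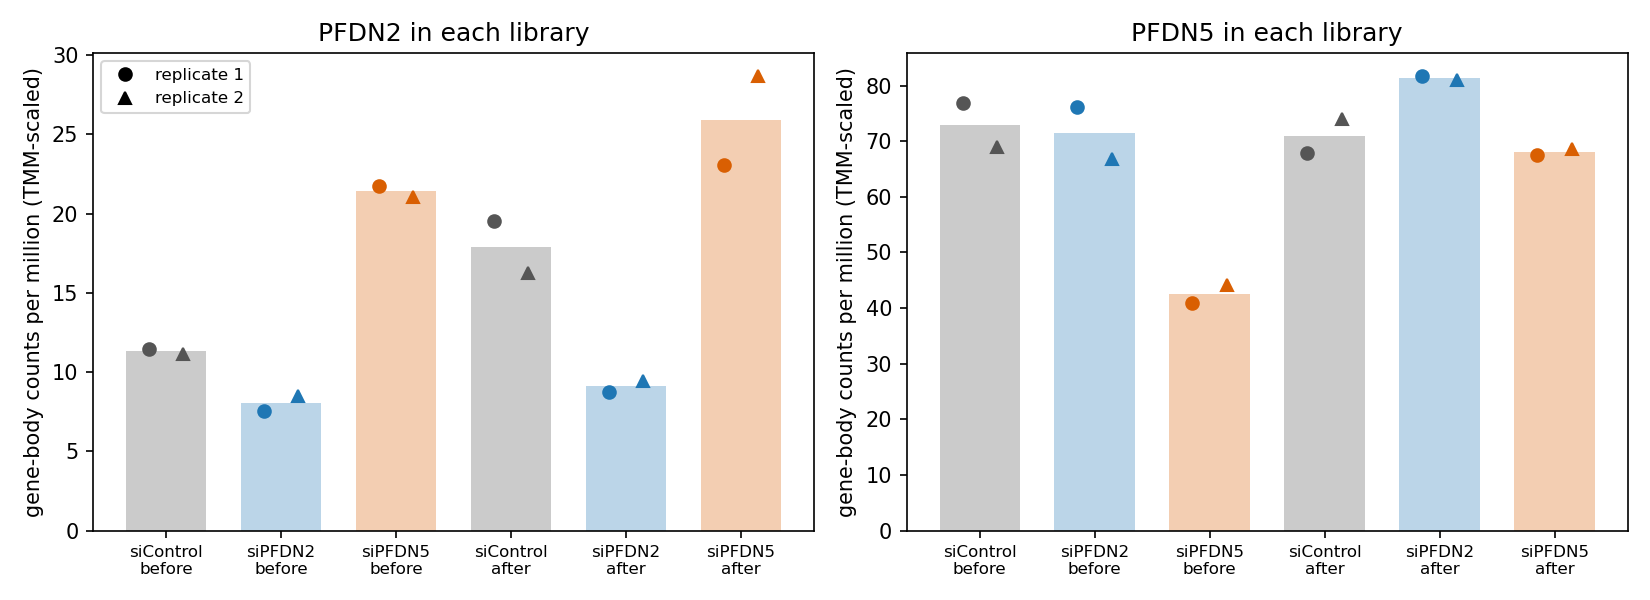
Abundance of PFDN2 (left) and PFDN5 (right) in CPM, bars for the mean of 2 libraries and points for each library. PFDN5 stands at 40.97 and 44.18 CPM in siPFDN5 before serum and at 67.5 and 68.6 CPM in the libraries labelled siPFDN5 after serum.

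The siRNA sequences were located in the annotated transcripts. The siPFDN2 sequence CAGCCUAGUGAUCGAUACA matched the coding sequence of PFDN2 across the junction of exons 2 and 3 (chromosome 1, 161102156 to 161102289, minus strand, intron included). The siPFDN5 sequence AGAGAAGACAGCUGAGGAU matched PFDN5 across 1 exon junction (chromosome 12, 53297918 to 53298056, plus strand, intron included), which joins exons 4 and 5 or exons 2 and 3 depending on the coding transcript.

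The serum response came next. In siControl 800 genes passed an adjusted p of 0.05, 690 higher and 110 lower after serum. In siPFDN2 910 genes passed, 574 higher and 336 lower. A fit of only its 4 libraries gave far fewer, as given further on. Between siPFDN5 before serum and the libraries labelled siPFDN5 after serum 3407 genes passed, 1598 higher and 1809 lower. For the response averaged over the 3 siRNAs 4163 genes passed, 2122 higher and 2041 lower. With library size as the only scaling, log2 fold changes after serum fell by 0.07 in siControl, by 0.20 in siPFDN2 and by 0.15 in siPFDN5, and the split moved to 539 higher and 111 lower, 570 higher and 2846 lower, and 776 higher and 2470 lower. For the averaged response it moved to 1291 higher and 4430 lower. Upper-quartile scaling gave 1203 higher and 2187 lower for siPFDN5 and 1745 higher and 2622 lower for the averaged response. With the GC trend removed the numbers were 1769, 1876, 8185 and 7925 genes, which included 785 of the 800, 839 of the 910, 3341 of the 3407 and 4077 of the 4163. Without siPFDN2 before serum replicate 2 they were 2889 in siControl, 10552 in siPFDN5 and 7980 for the average. Leaving out siPFDN2 before serum replicate 1 instead gave 2871, 10556 and 13863. The lowest counts among the fits that left out 1 library were 518 in siPFDN2 (without replicate 2 of the libraries labelled siPFDN5 after serum), 1674 in siPFDN5 (without siPFDN2 after serum replicate 2) and 2026 for the average (without replicate 1 of the libraries labelled siPFDN5 after serum). In the 4 serum comparisons and in siPFDN5 against siPFDN2 before serum, each of the 12 fits kept the sign of all genes called with all libraries that it tested. The fit without siPFDN2 before serum replicate 2 tested 909 of the 910, 3406 of the 3407 and 4161 of the 4163, and otherwise every called gene was tested. A fit that loses no library of a comparison leaves its fold changes nearly as they were. The others reuse libraries in which the genes were called, so kept signs were likely in advance.

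The largest rises belonged to NR4A3 (ENSG00000119508, chromosome 9, 99821855 to 99866891), from 0.922 ± 0.1004 to 285 ± 8.75 CPM in siControl. Its log2 fold change was 8.27 (SE 0.19, adjusted p 2.44e-09) in siControl, 8.39 (SE 0.19, adjusted p 2.29e-09) in siPFDN2, 7.37 (SE 0.18, adjusted p 5.55e-09) in siPFDN5 and 8.01 for the average. FOSB (ENSG00000125740, chromosome 19, 45467995 to 45475179, overlapping 1 gene) rose by 7.02 (SE 0.38, adjusted p 2.00e-06) and CYR61 (ENSG00000142871, chromosome 1, 85580761 to 85583962) by 6.41 (SE 0.29, adjusted p 3.42e-07) in siControl. CTGF (ENSG00000118523, chromosome 6, 131948176 to 131951373, overlapping 1 gene) rose by 6.70 (SE 0.21) in siPFDN2 and by 6.09 (SE 0.20) in siPFDN5. CXCL8 (ENSG00000169429, chromosome 4, 73740506 to 73743716) rose by 6.26 (SE 0.28) in siPFDN2. AC037198.2, an antisense gene on chromosome 15 (39588357 to 39588882), changed by 5.97 (SE 0.19) in siPFDN5, and since the counts carry no strand, the gene its fragments came from is uncertain.

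AXIN2 (ENSG00000168646, chromosome 17, 65528563 to 65561647) had the largest decrease in siControl, -2.18 (SE 0.19, adjusted p 8.40e-05), from 31.9 ± 6.61 to 7.03 ± 0.713 CPM. It was -2.30 (SE 0.20) in siPFDN2 and -2.05 (SE 0.11) for the average. AC004805.1 (ENSG00000266076, chromosome 17, 65538102 to 65641033) overlaps AXIN2, so its values of -1.68, -1.75 and -1.62 are not separate from those of AXIN2. DDIT4L (ENSG00000145358, chromosome 4, 100185870 to 100190782, overlapping 2 genes) stood at -1.19 (SE 0.21) in siControl. ZNF503 (ENSG00000165655, chromosome 10, 75397830 to 75401906, overlapping 2 genes) stood at -2.13 (SE 0.32) in siPFDN2, and its siPFDN2 libraries before serum differed widely (21.7 ± 12.3 CPM, n = 2). MIR4713HG, NOS1AP and LINC01572, at -2.24 (SE 0.51), -2.03 (SE 0.39) and -1.95 (SE 0.45), had the largest decreases in siPFDN5. All 3 overlap several genes (5, 6 and 3), and in siControl after serum the replicates of MIR4713HG and LINC01572 varied as much as the means (23.6 ± 20.3 and 25.1 ± 20.1 CPM, n = 2 each).

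In the comparisons of a knockdown with siControl few genes passed over all genes. Before serum 0 genes passed in siPFDN2 (3156 had an unadjusted p under 0.05, where chance gives 1396) and 2 in siPFDN5, both higher (3432 unadjusted). A fit of only the 4 libraries of siPFDN2 and siControl before serum left 431 unadjusted, so the excess in siPFDN2 depends on the shared error estimate. After serum 0 genes passed in siPFDN2 (1747 unadjusted) and 1 in the libraries labelled siPFDN5 (6032 unadjusted). With the GC trend removed the numbers were 6, 182, 1 and 3762 genes. Without siPFDN2 before serum replicate 2 they were 2022 for siPFDN5 before serum (893 higher, 1129 lower), 165 for siPFDN2 after serum (61 higher, 104 lower) and 6936 for the libraries labelled siPFDN5 after serum (3999 higher, 2937 lower). Of these 6936, 3617 were also among the 3762. Without replicate 1 of the same group the counts were 1976, 174 and 6911. The split depended on the fit. For the libraries labelled siPFDN5 after serum it was 2206 higher and 1556 lower with the GC trend removed, 917 and 1027 in DESeq2, and 687 and 1943 without a filter. For siPFDN5 before serum these fits gave 107 and 75, 261 and 67, and 884 and 148. The count for siPFDN5 before serum also moved to 190 without siControl after serum replicate 1 and to 143 without replicate 2 of that group. It was 0 without either library of siPFDN2 after serum or of those labelled siPFDN5 after serum (2927 to 2955 genes unadjusted). The 1 gene of the libraries labelled siPFDN5 after serum was lost without any 1 library of siControl before serum, siPFDN5 before serum or siPFDN2 after serum (5337 to 5469 unadjusted). A fit of only the 4 libraries compared gave 5014 genes for siPFDN5 before serum and 1986 for the libraries labelled siPFDN5 after serum.

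The 2 genes called in siPFDN5 before serum lie side by side on chromosome 1 and are of low abundance, and they were named after their values had been seen. LINC01708 (ENSG00000224445, 99472332 to 99600995) rose from 8 to 92 counts summed over the 2 libraries, and PALMD (ENSG00000099260, 99645943 to 99694541) from 22 to 119. Their log2 fold changes were 4.10 (SE 0.47) and 3.05 (SE 0.33), each with an adjusted p of 0.0376, in 2 of 2 libraries. The 1 gene called in the libraries labelled siPFDN5 after serum was SNHG19 (ENSG00000260260, chromosome 16, 2154797 to 2155358), at 26.99 ± 3.46 against 8.91 ± 0.616 CPM (log2 fold change 1.598, SE 0.16, adjusted p 0.0160). It overlaps 2 other genes, and fragments over several genes were counted for each. The 1 gene called in siPFDN2 after serum with the GC trend removed, MRC2 (ENSG00000011028, chromosome 17, 62627401 to 62693597), overlaps 4 genes and was also named after its values had been seen. Its log2 fold change was -0.94 there and -1.02 with all libraries and no correction.

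**Figure D3:**
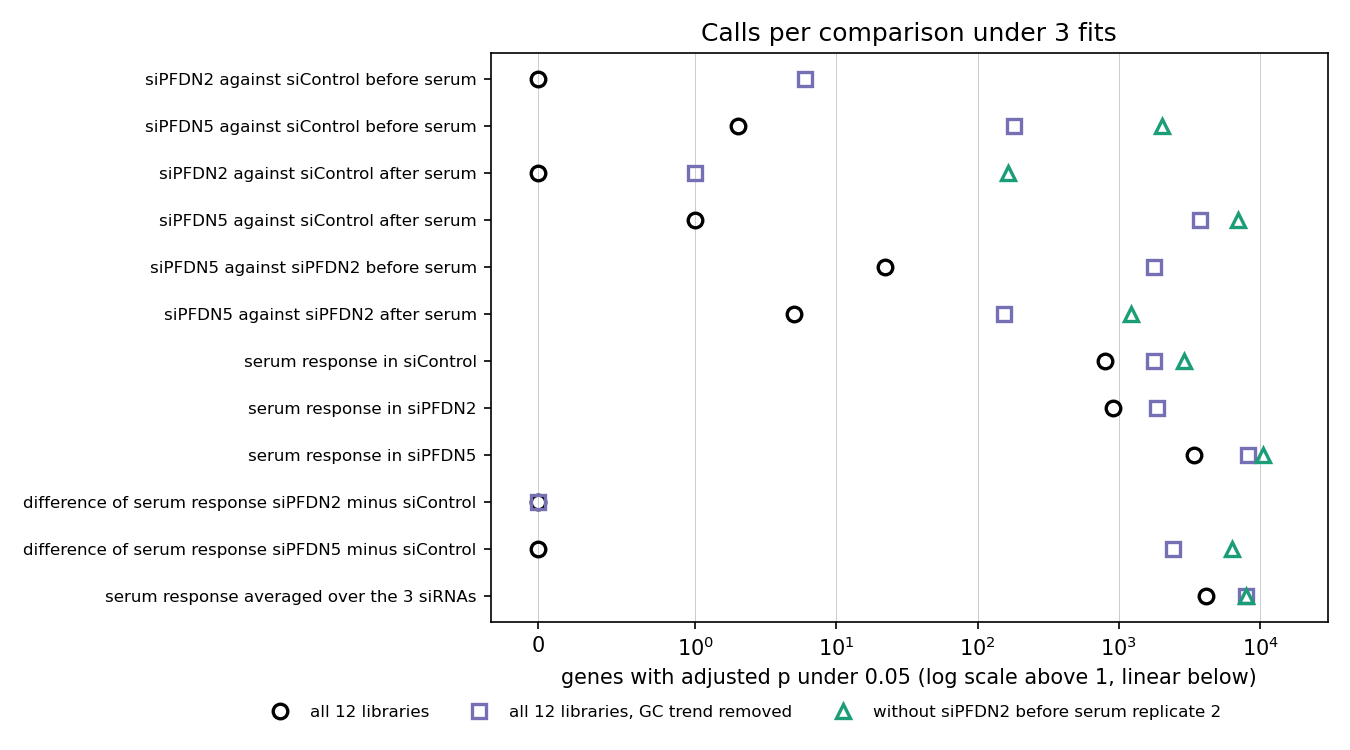
Number of genes with an adjusted p under 0.05 in each of the 12 comparisons, on a log axis above 1, with all 12 libraries (circles), with the GC trend removed (squares) and without siPFDN2 before serum replicate 2 (triangles, where no arm of the comparison loses a library or the response is averaged). For the libraries labelled siPFDN5 after serum against siControl the 3 fits give 1, 3762 and 6936 genes.

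siPFDN5 and siPFDN2 were also compared directly. Before serum 22 genes passed, 19 higher and 3 lower in siPFDN5 (8092 unadjusted), and with the GC trend removed 1776 passed, with all 22 among them. With only the 4 libraries compared 0 genes passed (2964 unadjusted), and with limma voom and library weights 0 passed (3165 unadjusted). The calls before serum therefore depend on an error estimate shared with less variable groups. Of the fits that left out 1 library, the one without siPFDN2 after serum replicate 2 gave 1 gene and the one without siControl after serum replicate 2 gave 1587. With library size as the only scaling 3 genes passed, 2 higher and 1 lower. CXCL8 was higher by 1.93 (SE 0.26, adjusted p 0.0373), EGR3 (ENSG00000179388, chromosome 8, 22687659 to 22693302, overlapping 1 gene) by 1.69 (SE 0.21, adjusted p 0.0207) and EGR2 (ENSG00000122877, chromosome 10, 62811996 to 62919900) by 1.49 (SE 0.22, adjusted p 0.0490). DHRS2 (ENSG00000100867, chromosome 14, 23630115 to 23645639) stood at -2.62 (SE 0.20, adjusted p 0.00126), with 3.75 ± 0.0349 CPM in siPFDN5, 23.03 ± 3.02 CPM in siPFDN2 and 8.23 ± 1.09 CPM in siControl. KRT80 (ENSG00000167767, chromosome 12, 52168996 to 52192000) stood at -1.88 (SE 0.26, adjusted p 0.0397). RAB11B-AS1 (ENSG00000269386, chromosome 19, 8374373 to 8390685), at -0.96 (SE 0.15, adjusted p 0.0490), is antisense to an overlapping gene, and the strand of its fragments is unknown.

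After serum 5 genes passed between the libraries labelled siPFDN5 and siPFDN2, 4 higher and 1 lower (2212 unadjusted), each with an adjusted p of 0.0398. They were PFDN2 itself (log2 fold change 1.51, SE 0.17), CPA4 (ENSG00000128510, chromosome 7, 130293134 to 130324180; 1.45, SE 0.17), SNHG19 (1.30, SE 0.16), TP53I3 (ENSG00000115129, chromosome 2, 24077433 to 24085861; 1.29, SE 0.16; named after its values had been seen) and DHRS2 (-1.52, SE 0.19). With the GC trend removed 154 genes passed, with all 5 among them, and without siPFDN2 before serum replicate 2 the count was 1224. Without any 1 library of siControl, or of siPFDN5 before serum, 0 genes passed (1808 to 2711 unadjusted).

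The difference of the serum response between a knockdown and siControl was tested gene by gene. 0 genes passed for siPFDN2 (1841 unadjusted), and 0 with the GC trend removed (2518 unadjusted). For siPFDN5 0 genes passed (5847 unadjusted), with a smallest adjusted p of 0.0960. With the GC trend removed 2427 passed, 1126 with a larger and 1301 with a smaller change under siPFDN5, but with a replicate block added as well 1 gene passed. The split depended on the fit, with 397 larger and 1367 smaller in DESeq2, 257 and 2156 without a filter, and 3548 and 2781 without siPFDN2 before serum replicate 2. Without siPFDN2 before serum replicate 2 or replicate 1 the count was 6329 or 6315, and with the block and without replicate 2 it was 5767. FOS and EGR1, members of the immediate-early list named after their values had been seen, had differences of -1.77 (SE 0.41) and -2.08 (SE 0.50), each with an adjusted p of 0.0960. With the GC trend removed these differences were -1.75 and -2.11, each with an adjusted p of 0.0432. FOS (ENSG00000170345, chromosome 14, 75278774 to 75282230) reached 51.8 ± 23.1 CPM in siControl after serum and 23.7 ± 4.14 CPM in the libraries labelled siPFDN5 after serum. EGR1 (ENSG00000120738, chromosome 5, 138465490 to 138469315) reached 110.7 ± 38.7 and 63.6 ± 19.7 CPM. Before serum FOS stood at 6.50 ± 0.952 CPM in siControl and at 10.1 ± 0.478 CPM in siPFDN5. EGR1 stood at 21.5 ± 7.01 and 52.3 ± 7.89 CPM before serum. A higher start in siPFDN5 is therefore part of each difference. For PFDN5 itself the difference was 0.71 (SE 0.19), with an adjusted p of 0.0987 over all genes and 0.00662 adjusted over the list alone (2 targets). For PFDN2 under siPFDN2 it was -0.48 (SE 0.23), with 0.582 and 0.0601.

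Over the 2122 genes called higher in the averaged response, the median difference of the response was 0.09 on the log2 scale under siPFDN2 and 0.12 under siPFDN5, against -0.12 and -0.05 over the other genes. Camera, a test of a gene set against the other genes, gave an unadjusted p of 0.00250 and 0.00372, and fry, a test of the set on its own, gave 0.452 and 0.401. Set against the other genes, the set was higher by 0.21 and 0.17. The same genes were higher than the others by 0.11 and 0.19 with the GC trend removed. Library size as the only scaling lowers all genes alike, and the set chosen anew under it was higher than the others by 0.11 and 0.04, where camera gave an unadjusted p of 0.275 and 0.616. The 555 genes at least 2-fold higher at an adjusted p under 0.01 instead had medians of -0.18 and -0.16, -0.08 and -0.13 from the other genes. With the 2122 genes held fixed, the fits that left out 1 library gave differences from the other genes of 0.0350 (without siPFDN2 before serum replicate 2) to 0.390 (without replicate 1 of that group) under siPFDN2, and of 0.152 to 0.221 under siPFDN5. When 2122 genes were chosen in the libraries of replicate 1 and measured in those of replicate 2, they were higher than the others by 0.0584 under siPFDN2 and 0.0238 under siPFDN5, and the other way round by 0.160 and 0.381. The error of siPFDN2 before serum, the most variable group, entered both the choice from all libraries and the difference under siPFDN2.

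The effects of both knockdowns were correlated across genes, which are not independent replicates. Pearson's r between the log2 fold changes of siPFDN2 and siPFDN5 was 0.107 before serum, where 100 simulated sets of unchanged groups with the same shared controls gave a mean of 0.480 (0.465 to 0.497). After serum r was 0.652, against a simulated mean of 0.480 (0.458 to 0.497). With a different control library for each knockdown r was -0.0639 before and 0.239 after serum, against simulated means near 0 (-0.00144 and 0.000122). Leaving out siControl before serum replicate 1 or replicate 2 moved the first r to 0.294 or 0.461, and leaving out siControl after serum replicate 1 moved the second to 0.463. The simulated ranges do not apply to these fits, which share 1 control library. With the GC trend removed 2 of the 6 genes called in siPFDN2 before serum were among the 182 of siPFDN5, and the 1 gene called in siPFDN2 after serum was among the 3762 of the libraries labelled siPFDN5. Across genes the siPFDN5 effect before serum and the effect in the libraries labelled siPFDN5 after serum had r = -0.209, and the siPFDN2 effects before and after serum had r = -0.0346.

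Gene lists were tested by camera with a preset correlation of 0.01, in 96 combinations of 8 gene lists and 12 comparisons, and 41 passed an adjusted p of 0.05. Of these, 25 also passed with fry and 7 with the correlation estimated from the data. The 7 were the immediate-early genes in the 4 serum comparisons and the p53 targets in 3 comparisons that involve the libraries labelled siPFDN5 after serum. The 40 immediate-early genes had a median log2 fold change after serum of 2.30 in siControl, 2.01 in siPFDN2 and 2.15 in siPFDN5, with 39 of 40 higher each time. Over all genes 35, 32 and 33 of them passed, and adjusted over the list alone 38, 35 and 35. The 23 p53 targets had a median of 0.18 in siPFDN5 before serum (18 of 23 higher) and of 0.54 in the libraries labelled siPFDN5 after serum (23 of 23 higher). In the latter 0 members passed over all genes and 16 adjusted over the list alone. The next values are those in the libraries labelled siPFDN5 after serum against siControl. Medians were 0.45 for the 8 TRiC subunits (8 higher), 0.35 for the 13 actins and tubulins (13 higher), 0.31 for the 20 heat shock genes (17 higher), 0.43 for the 6 prefoldin subunits (5 higher) and 0.21 for the 9 prefoldin-like subunits (8 higher), each past the threshold with camera. The 22 interferon-stimulated genes did not pass there (median -0.00405, 11 higher, adjusted p 0.788). In siPFDN2 after serum the TRiC subunits (0.26), the heat shock genes (0.18) and the interferon-stimulated genes (0.12) passed with camera, and with fry none of these 3 did. With library size as the only scaling the last of these medians turned to -0.00228. Scaling turned the sign of the median in 11 of the 96 combinations, and of the 41 that passed it turned 5. These were 4 combinations with the interferon-stimulated genes (in siPFDN2 after serum and in the serum response of siPFDN2, of siPFDN5 and on average) and the immediate-early genes in siPFDN5 against siPFDN2 before serum, from 0.04 to -0.06. Scaling shifts all genes of a comparison alike (library size only by -0.20 for the serum response in siPFDN2), and camera sets a list against the other genes, so these turns do not bear on the calls.

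For the difference of the serum response, 6 lists passed under siPFDN5. The medians were 0.62 for the TRiC subunits, 0.46 for the actins and tubulins, 0.41 for the prefoldin-like subunits, 0.38 for the heat shock genes, 0.37 for the p53 targets and -0.19 for the immediate-early genes. All 6 passed with the GC trend removed, 3 of them with fry and 0 with the estimated correlation. Under siPFDN2 the TRiC subunits passed (0.43, 8 of 8 higher), and neither with fry nor with the estimated correlation. Without siPFDN2 before serum replicate 2 that median was 0.19. Under siPFDN5 the median of the heat shock genes was 0.58 without siControl after serum replicate 2. That of the immediate-early genes was -0.10 without replicate 1 of the libraries labelled siPFDN5 after serum. Against siControl the immediate-early genes had a median of 0.26 in siPFDN5 before serum. It was -0.02 in the libraries labelled siPFDN5 after serum. The 7 directions with all 12 libraries were the same under upper-quartile scaling and with library size as the only scaling.

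**Figure D4:**
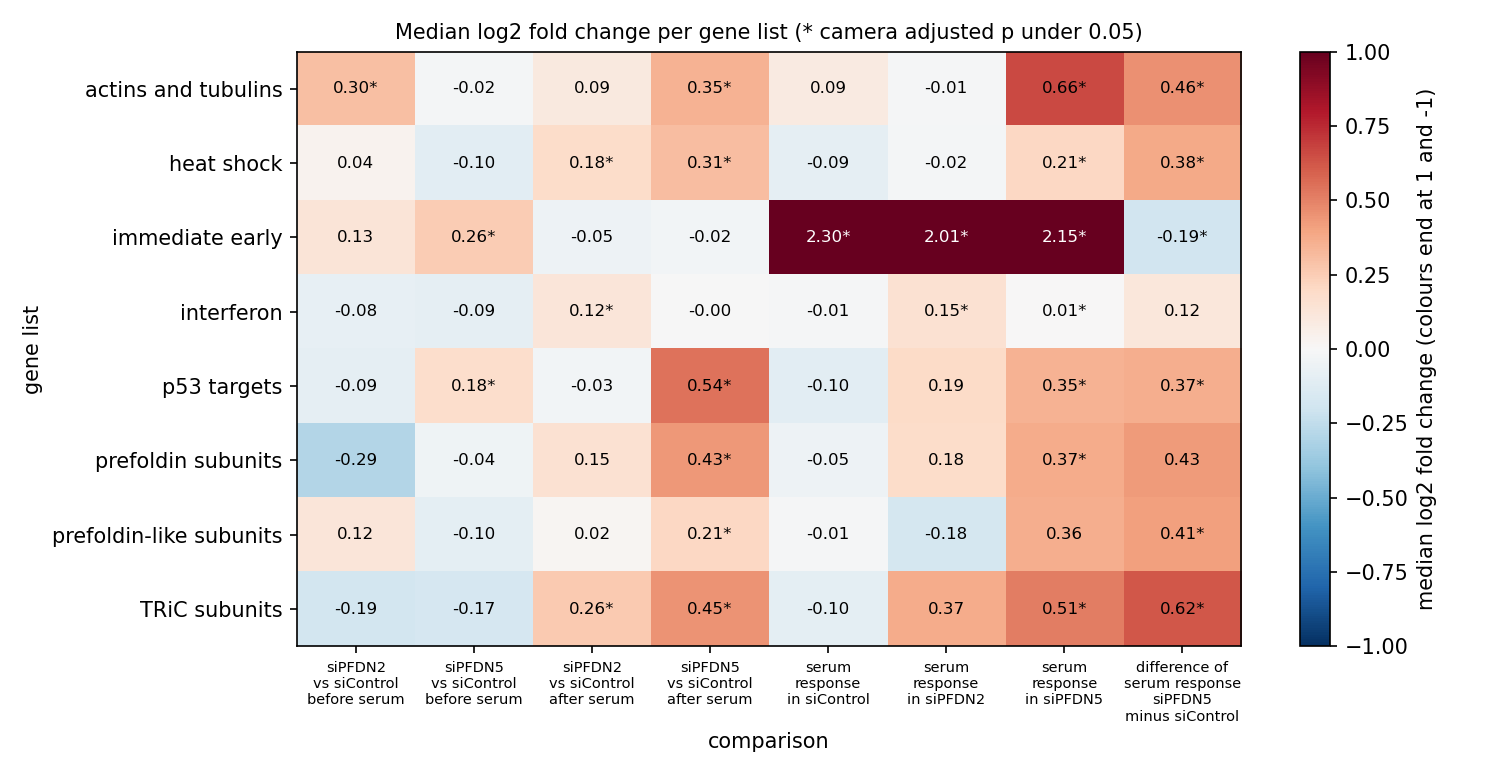
Median log2 fold change of the members of 8 gene lists (vertical axis) in 8 comparisons (horizontal axis), with colour from -1 to 1 and a star where the adjusted camera p is under 0.05. The immediate-early genes have medians of 2.30, 2.01 and 2.15 in the 3 serum responses.

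The intronic share of a library was taken as the gene-body counts outside exons, as a percentage of all gene-body counts. Pooled over genes it was 16.2 ± 1.66% in siControl, 16.2 ± 0.0637% in siPFDN2 and 24.3 ± 2.20% in siPFDN5 before serum (n = 2 each). After serum it was 18.4 ± 3.15% in siControl, 20.1 ± 1.16% in siPFDN2 and 16.0 ± 1.70% in the libraries labelled siPFDN5 (n = 2 each). With 2 libraries against 2 an exact two-sided permutation test cannot give a p below 0.3333. A few overlapping genes weighed on the pooled share, with 9.40% of all intronic counts in HFM1, 8.66% in AL627171.2, 8.05% in RPS29 and 4.51% in SLCO5A1. Without the 1% of genes with most intronic counts the difference of 8.18 percentage points in siPFDN5 before serum fell to 2.33. Among genes overlapping no other gene the median share was 8.73 ± 0.399% in siControl, 9.21 ± 1.19% in siPFDN2 and 10.4 ± 0.855% in siPFDN5 before serum, and 10.1 ± 3.06%, 7.73 ± 0.846% and 5.27 ± 0.0311% after serum. Leaving out siControl after serum replicate 1 or replicate 2 moved the pooled difference of the libraries labelled siPFDN5 after serum from -2.34 points to -0.121 or -4.57 points, and that of siPFDN2 from 1.72 to 3.94 or -0.504 points. Before serum the difference of siPFDN2, 0.00609 points, moved to -1.17 or 1.18 points without siControl replicate 1 or replicate 2. A test of the intron-by-group interaction in 4432 such genes found 2185 with another intronic share in the libraries labelled siPFDN5 after serum, 8 higher and 2177 lower. It found 0 in siPFDN2 before serum (149 unadjusted), 0 in siPFDN5 before serum (488 unadjusted) and 0 in siPFDN2 after serum (264 unadjusted).

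**Figure D5:**
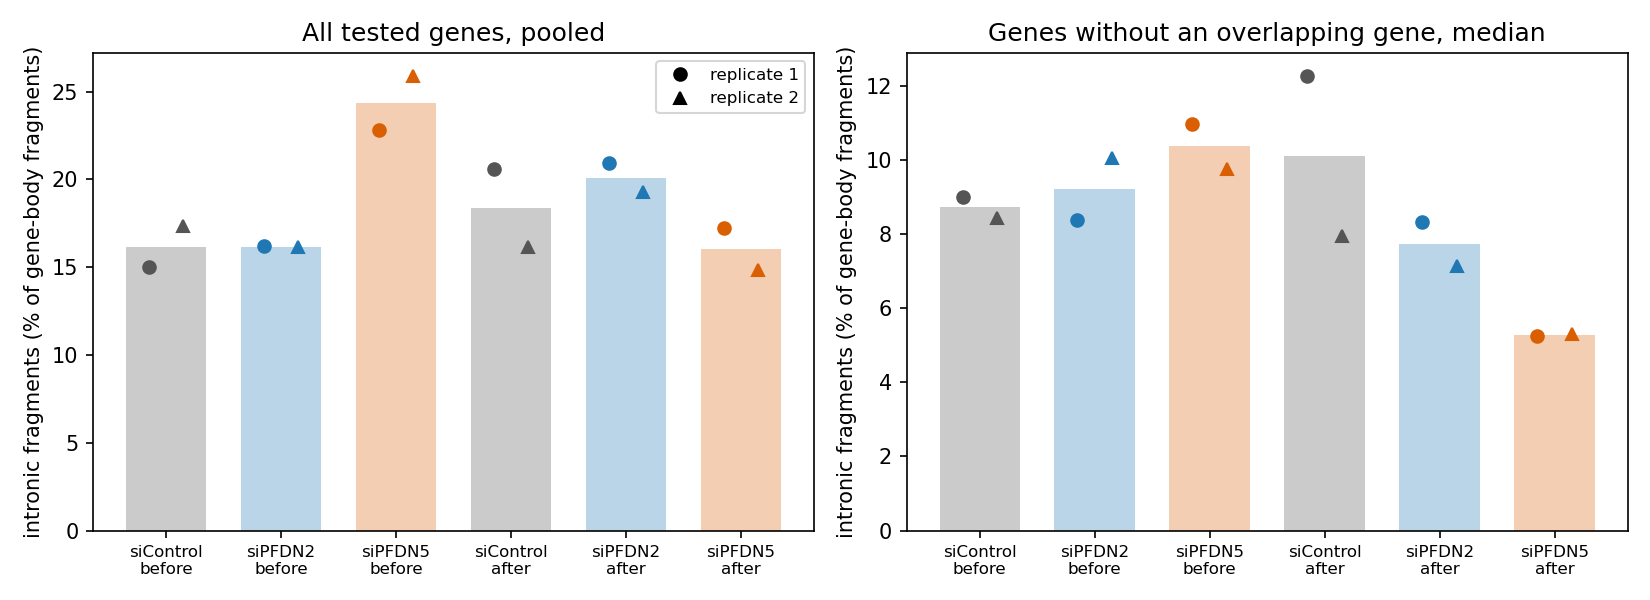
Intronic counts as a percentage of gene-body counts per library, pooled over all tested genes (left) and as the median over genes overlapping no other gene (right), bars for the mean of 2 libraries and points for each library. On the right the libraries labelled siPFDN5 after serum average 5.27% and those of siControl after serum 10.1%.

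Genes were also sorted into 5 bins by gene length and by exon number. Between the longest and the shortest genes the median log2 fold change differed by -0.15 in siPFDN2 and 0.18 in siPFDN5 before serum, and by -0.15 in siPFDN2 and -0.19 in the libraries labelled siPFDN5 after serum, where the SD between replicates was 0.0867. In exon counts the same differences were -0.17, 0.01, -0.00 and 0.03. Without siControl after serum replicate 1 the difference after serum was -0.02 in siPFDN2 and -0.08 in the libraries labelled siPFDN5, and without siControl before serum replicate 1 that of siPFDN5 was 0.09. That of siPFDN2 before serum was -0.07 without its replicate 2. By exon number the differences were -0.07, 0.04, -0.07 and -0.10 (SD 0.0298). Leaving out 1 library moved them to -0.02 (siPFDN2 before serum replicate 2), -0.02 (siControl before serum replicate 1), -0.03 (siPFDN2 after serum replicate 1) and -0.02 (replicate 2 of the libraries labelled siPFDN5 after serum).

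Genes whose 3′ untranslated region holds a match to the seed of an siRNA, bases 2 to 8 of its antisense strand, were compared with the other genes, against the same difference for 1000 random 7-mers. In siPFDN2 the 130 genes with a match had a median lower by 0.166 before serum (central 95% of the random sequences -0.244 to 0.264, p 0.470) and lower by 0.148 after serum (central 95% -0.0986 to 0.0284). The latter p was 0.002, the smallest that the random sequences can give, and 0.00799 after adjustment over 4 tests. In siPFDN5 the 2720 genes with a match differed by -0.00647 before serum and by -0.102 in the libraries labelled siPFDN5 after serum, both inside the central 95% of the random sequences (-0.0512 to 0.106 and -0.127 to -0.00660). Without siPFDN2 before serum replicate 1 the first of the 4 differences was -0.270, and without siControl after serum replicate 1 the second was -0.0926. The difference of siPFDN5 before serum turned to 0.00757 without siControl before serum replicate 2.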

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

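The tests of a label exchange, of reads outside exons, of the GC trend for the gene lists, and those for the induced genes were chosen only after the results were seen.

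The serum response of several items differed between a knockdown and siControl by a test of the difference itself, and no group had enough libraries to test for a single library far from the others. For PFDN5 the serum response in siPFDN5 exceeded that in siControl by 0.71 on the log2 scale (SE 0.19). PFDN5 was lowered before serum and by less, if at all, in the libraries labelled siPFDN5 after serum. Fragments from outside the exons of PFDN5 are argued against as the source, since exon counts alone gave a log2 fold change of -0.17 after serum against -0.73 before it. An exchange of the labels siPFDN5 and siControl after serum is also argued against. It would put the lowered PFDN5 into the libraries labelled siControl, and these held 97.4% of the PFDN5 of siControl before serum. What stays open is that the siRNA could have lost its effect by the time of collection, that transfection could have been weaker in these cultures, or that the libraries could have come from cells without the siRNA. PFDN2 differed between siPFDN5 and siControl in the same direction at both times (189% and 145%), which the design cannot assign to any of these. Every direction given for the libraries labelled siPFDN5 after serum is therefore a difference of those libraries and not shown to follow from less PFDN5.

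Under siPFDN5 the serum response of 6 gene lists differed from siControl by camera. The medians were 0.62 for TRiC subunits, 0.46 for actins and tubulins, 0.41 for prefoldin-like subunits, 0.38 for heat shock genes, 0.37 for p53 targets and -0.19 for immediate-early genes. A GC trend between libraries as the whole source is argued against, since all 6 lists passed in the same direction with the trend removed. A single deviating library is argued against as well, since 0 of the 6 lists turned direction in any of the 8 fits that each left out 1 of the libraries compared. Medians over those fits ran from 0.48 to 0.86 for TRiC subunits, from 0.36 to 0.65 for actins and tubulins, from 0.28 to 0.53 for prefoldin-like subunits, from 0.27 to 0.58 for heat shock genes (highest without siControl after serum replicate 2), from 0.32 to 0.50 for p53 targets and from -0.24 to -0.10 for immediate-early genes (smallest change without replicate 1 of the libraries labelled siPFDN5 after serum). The calls depend on the set test, since fry kept 3 of the 6 and an estimated correlation between genes kept 0. For the immediate-early genes the median against siControl was 0.26 in siPFDN5 before serum, with 28 of 40 higher. That call passed with camera and not with fry. In the libraries labelled siPFDN5 after serum the median was -0.02. Their smaller response therefore lies largely in a higher start and is not shown to be a weaker induction. A difference in culture or collection between the groups could not be tested and stays open beside an effect of the siRNA on the serum response.

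Under siPFDN2 the TRiC subunits had a difference of 0.43, with 8 of 8 genes higher. It rested on siPFDN2 before serum in part: without replicate 2 of that group the median was 0.19. Neither fry nor an estimated correlation kept the call. With the GC trend removed the median was 0.42 and passed with camera. No biological explanation was tested, so an effect of the siRNA on the serum response stays open beside a difference between the cultures.

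For the 2122 genes induced by serum the response differed from siControl by 0.0875 under siPFDN2 and by 0.12 under siPFDN5. A GC trend as the whole source is argued against under siPFDN5. With the trend removed the same 2122 genes differed from the other genes by 0.192, against 0.17 without the correction, and a set of 4294 genes chosen anew had a median difference of 0.324. Under siPFDN2 the difference of the same genes went from 0.21 to 0.11 with it, so the trend may be part of the source there. A single library may carry much of the difference under siPFDN2, since the same genes stood 0.0350 from the others without siPFDN2 before serum replicate 2. Under siPFDN5 a single library as the whole source is argued against, since the lowest such difference was 0.152. The set was chosen on the libraries it was measured in, and the error of siPFDN2 before serum entered both steps. A set chosen in 1 replicate number and measured in the other was higher than the other genes by 0.0584 and 0.160 under siPFDN2 and by 0.0238 and 0.381 under siPFDN5. The 2 ways differ by more than the lower value, so an effect of the choice and a difference of the response cannot be told apart for either knockdown. The direction turned with a set of genes at least 2-fold higher, which stood -0.08 and -0.13 from the other genes. No direction is claimed for the induced genes.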

How the results depend on the processing

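The following alternatives were chosen only after seeing the data: the GC correction, sums of transcript estimates, limma voom with library weights, fits of the 8 libraries of 2 siRNAs, different control libraries, genes overlapping no other gene, overlapping genes kept, random sequences of matched frequency, the induced genes held fixed under 2 settings and without each library, and their choice in 1 replicate number. The same holds for leaving out libraries in the correlations, gene bins, seed sites and intron tests, and for joining another setting with leaving out siPFDN2 before serum replicate 2. The alternative on TPM was not run, because the deposited files named TPM hold estimated counts, and sums of these took its place. Where no value or construction is given for a change, the cause was not tested. Counts below are genes past the threshold, and where a fit gave 0 genes, those with an unadjusted p under 0.05 are given together further on.

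With a threshold of 0.01 for the adjusted p, 0 genes passed for siPFDN5 against siControl before serum, for the libraries labelled siPFDN5 after serum against siControl, and for these against siPFDN2 after serum. For siPFDN5 against siPFDN2 before serum 1 gene passed. The serum response fell to 407 genes in siControl, 318 in siPFDN2, 486 in siPFDN5 and 1583 on average. The knockdown of PFDN2 before serum (-0.50, unadjusted p 0.0109) did not pass 0.01. It also did not pass 0.05 with only the 4 libraries compared (-0.52) or with limma voom (-0.49), and over all alternatives its unadjusted p ran from 0.000280 to 0.176.

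Upper-quartile scaling left 0 genes between the libraries labelled siPFDN5 after serum and siPFDN2. With library size as the only scaling 0 genes passed in that comparison, in siPFDN5 against siControl before serum and in the libraries labelled siPFDN5 after serum against siControl. Between siPFDN5 and siPFDN2 before serum 3 genes passed, and 3416 for the serum response in siPFDN2. The median difference over the induced genes, chosen anew, turned to -0.13 under siPFDN2 and to -0.0739 under siPFDN5, and for the genes chosen with TMM to -0.0464 under siPFDN2. This scaling shifts all genes alike by construction, so the sign of a median under it says nothing about the set. The set chosen anew was higher than the other genes by 0.114 and 0.0397, without passing camera. The median turned as well, to -0.18 and -0.16, for the genes at least 2-fold higher at an adjusted p under 0.01.

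Without a filter on low counts the counts against siControl were 1083 for siPFDN2 and 1032 for siPFDN5 before serum, 256 for siPFDN2 after serum and 2630 for the libraries labelled siPFDN5 after serum. Between the knockdowns they were 5552 before and 260 after serum. The serum response gave 1627 genes in siControl, 5294 in siPFDN2, 5341 in siPFDN5 and 6741 on average, and its difference from siControl 663 in siPFDN2 and 2413 in siPFDN5. With at least 10 counts required in every library, 0 genes passed for siPFDN5 against siControl before serum and between the knockdowns after serum, and 12 between them before serum.

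Exon counts gave 0 genes for siPFDN5 against siControl before serum and 11 for siPFDN5 against siPFDN2 before serum. The serum response fell to 529 genes in siControl, 1050 in siPFDN5 and 2729 on average. By gene length the difference between the outer bins moved to 0.0125 for siPFDN5 before serum, to -0.00350 for siPFDN2 after serum and to 0.0322 for the libraries labelled siPFDN5 after serum. By exon number it moved to -0.0251, -0.0214 and -0.00535. Sums of transcript estimates gave 0 genes for siPFDN5 against siControl before serum and for the libraries labelled siPFDN5 after serum against siControl. Between siPFDN5 and siPFDN2 before serum they gave 11, and for the serum response 347 in siControl, 421 in siPFDN2, 776 in siPFDN5 and 1668 on average.

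Replicate numbers did not pair the libraries. Over the 15 pairs of groups, the correlation across genes between the replicate differences ran from -0.162 to 0.216, and 2 of the 15 were over 0.1. A block for the replicate number left 0 genes for siPFDN5 against siControl before serum and between the knockdowns after serum, and gave the same pooled intronic shares by construction. With it 39 combinations of gene list and comparison passed, against 41.

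The GC correction raised counts, and the median biological coefficient of variation fell from 18.1% to 14.3%. Against siControl 6 genes passed for siPFDN2 and 182 for siPFDN5 before serum, 1 for siPFDN2 after serum and 3762 for the libraries labelled siPFDN5 after serum. Between the knockdowns 1776 passed before and 154 after serum. The serum response gave 1769 genes in siControl, 1876 in siPFDN2, 8185 in siPFDN5 and 7925 on average, and its difference in siPFDN5 gave 2427. The correlation of the knockdowns before serum rose to 0.263, and for siPFDN2 before serum the differences by gene length and by exon number shrank to -0.0268 and -0.0245. With a replicate block added, the counts against siControl were 2 and 77 before serum, 0 for siPFDN2 after serum and 2640 for the libraries labelled siPFDN5 after serum, and 1184 and 67 between the knockdowns. The serum response then gave 1507, 1568, 7389 and 7249 genes. Its difference in siPFDN5 fell from 2427 genes to 1.

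Fits of only the 4 libraries compared gave 5014 genes for siPFDN5 against siControl before serum, 1 for siPFDN2 and 1986 for the libraries labelled siPFDN5 after serum. Between the knockdowns they gave 0 before and 5661 after serum, and for the serum response 37 in siPFDN2 and 13741 in siPFDN5. The fit of the 8 libraries of siPFDN5 and siControl gave 4036 genes for the difference of the serum response. In these fits the libraries of siPFDN2 before serum add error only to their own comparisons.

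DESeq2 gave 27 genes for siPFDN2 and 328 for siPFDN5 against siControl before serum, 2 for siPFDN2 after serum and 1944 for the libraries labelled siPFDN5 after serum. Between the knockdowns it gave 3870 before and 116 after serum, for the serum response 1204 in siControl and 3132 in siPFDN2, and for its difference 2 in siPFDN2 and 1764 in siPFDN5. Its filter left up to 10283 genes of a comparison without an adjusted p. The library weights of limma voom were 0.110 and 0.108 for siPFDN2 before serum and between 0.465 and 2.57 for the others. With them 5720 genes passed for siPFDN5 against siControl before serum and 3608 for the libraries labelled siPFDN5 after serum. Between the knockdowns 0 passed before and 4477 after serum. The serum response gave 1385 genes in siControl, 138 in siPFDN2 and 14523 in siPFDN5, and its difference in siPFDN5 6063.

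Leaving out 1 library at a time gave no count where the comparison itself lost the library, except for the averaged serum response, which lost 1 of its 12 libraries in each fit. Otherwise counts ran from 0 to 2022 for siPFDN5 against siControl before serum, from 0 to 174 for siPFDN2 after serum and from 0 to 6936 for the libraries labelled siPFDN5 after serum. Between the knockdowns they ran from 1 to 1587 before and from 0 to 1224 after serum. For the serum response they ran from 565 to 2889 in siControl, from 518 to 737 in siPFDN2, from 1674 to 10556 in siPFDN5 and from 2026 to 13863 on average, and for its difference in siPFDN5 from 0 to 6329. For siPFDN2 against siControl before serum and for the difference in siPFDN2 every such fit gave 0. The highest counts came without a library of siPFDN2 before serum, other than for siPFDN5 against siPFDN2 before serum and the serum response in siPFDN2. A group of 1 library adds no error, and this was the most variable group. For the averaged response this cannot be the whole cause, since leaving out replicate 1 or replicate 2 of that group gave very different counts. Without replicate 2 of that group and with the GC correction the counts were 1696 for siPFDN5 before serum, 105 for siPFDN2 after serum, 7411 for the libraries labelled siPFDN5 after serum and 978 between the knockdowns after serum. The serum response then gave 2981 in siControl, 11037 in siPFDN5 and 7975 on average, and its difference in siPFDN5 7257. With a replicate block in place of the GC correction they were 1652, 66, 6578, 1108, 2729, 10224, 7210 and 5767.

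Among the other results left to vary with 1 library, the log2 fold change of PFDN2 in siPFDN2 ran from -0.58 to -0.42 before and from -1.03 to -0.84 after serum. That of PFDN5 ran from -0.86 to -0.70 in siPFDN5 before serum and from -0.12 to 0.0544 in the libraries labelled siPFDN5 after serum. The median difference over the induced genes, chosen anew in each fit, ran from -0.10 to 0.67 under siPFDN2 and from -0.12 to 0.28 under siPFDN5. The choice moves with the library left out, so these ranges do not show what 1 library does to a given set. For the 2122 genes held fixed the difference from the other genes ran from 0.0350 to 0.390 and from 0.152 to 0.221. Chosen in 1 replicate number and measured in the other, the set stood at 0.0584 and 0.160 under siPFDN2 and at 0.0238 and 0.381 under siPFDN5. The correlation of the knockdowns ran from 0.0767 to 0.461 before and from 0.463 to 0.794 after serum. With different control libraries it was -0.0639 and 0.239. Before serum the difference by gene length ran from -0.21 to -0.0676 in siPFDN2 and from 0.0933 to 0.20 in siPFDN5. After serum it ran from -0.22 to -0.0236 in siPFDN2 and from -0.24 to -0.0791 in the libraries labelled siPFDN5. By exon number the ranges in the same order were -0.11 to -0.0237, -0.0177 to 0.0345, -0.0886 to -0.0290 and -0.10 to -0.0228. For the pooled intronic share they were -1.17 to 1.18, 6.63 to 9.74, -0.504 to 3.94 and -4.57 to -0.121 percentage points. The difference of genes with a seed site ran from -0.270 to -0.134 for siPFDN2 before and from -0.207 to -0.0926 after serum, from -0.0174 to 0.00757 for siPFDN5 before serum and from -0.125 to -0.0797 for the libraries labelled siPFDN5 after serum. Without siPFDN2 before serum replicate 2, 38 combinations of gene list and comparison passed against 35, and 2288 genes had another intronic share in the libraries labelled siPFDN5 after serum.

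Of the set tests, camera with an estimated correlation passed 7 combinations, fry 31 and camera after GC correction 51. Among genes with a mean log2 CPM of at least 3, the difference by gene length was -0.27 in siPFDN2 and 0.28 in siPFDN5 before serum, -0.26 in siPFDN2 after serum and -0.48 in the libraries labelled siPFDN5 after serum. By exon number it was 0.13, -0.21 and -0.36 in the last 3 of these. With 10 bins those 3 were 0.30, -0.26 and -0.31 by gene length and 0.0857, -0.11 and -0.15 by exon number, as more bins set the outer ones farther apart. With exonic length they were 0.0183, -0.0343 and -0.0147.

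The difference of the intronic share without the 1% of genes with most intronic counts was 2.33 points for siPFDN5 before serum, -2.49 for siPFDN2 after serum and -4.37 for the libraries labelled siPFDN5 after serum. As a median over genes these were 3.62, -3.94 and -7.92, and as a median over genes overlapping no other gene 1.64, -2.38 and -4.84. Pooled over the latter genes the first 2 were 1.55 and -2.18. With overlapping genes kept, 6699 genes had another intronic share in the libraries labelled siPFDN5 after serum. An 8-base site gave a difference of -0.326 for siPFDN2 before serum, outside the central 95% of random sequences, and 0.00150 for siPFDN5 before serum. The seed of the sense strand gave -0.0182 for siPFDN2 after serum, inside it, and 0.0580 for siPFDN5 before serum.

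In the fits that gave 0 genes, those with an unadjusted p under 0.05 numbered between 431 and 3451 for siPFDN2 and between 1525 and 3432 for siPFDN5 against siControl before serum. After serum they numbered between 907 and 3447 for siPFDN2 and between 3485 and 6238 for the libraries labelled siPFDN5. Between the knockdowns they numbered between 2964 and 3165 before and between 1797 and 2711 after serum. For the difference of the serum response they numbered between 851 and 2618 in siPFDN2 and between 2660 and 5850 in siPFDN5. The highest of these numbers exceed what chance gives, so that a count of 0 is no sign of unchanged genes. For siPFDN2 against siControl before serum the lowest, 431, came from the fit of only the 4 libraries compared.

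For the 41 results on a named gene in a comparison, 578 alternatives other than leaving out 1 library were run. Of these 475 left the direction and the side of the threshold as they were, 89 kept the direction and lost the call, 14 kept the direction and gained it, and 0 turned the direction. Among the lost calls 17 came with the threshold of 0.01 and 13 with library size as the only scaling. Of 492 fits that left out 1 library, 76 lost a call, 2 gained one and 376 counted as unchanged. Where the comparison itself lost the library no call was made. Such a fit counted as unchanged if the value moved by no more than the SD between replicates. A further 38 without a call moved by more than that SD.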

Other observations

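All tests on siPFDN2 before serum replicate 2 other than the one on its most abundant genes, the test of the genes with most intronic counts, and the tests on the siPFDN2 and siControl seed sites were chosen only after the results were seen.

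The library siPFDN2 before serum replicate 2 stood apart from its replicate. Low depth is argued against, since it held 101654340 gene-body counts, more than 10 of the other 11 libraries. A few genes taking most of the counts is argued against, since its 10 most abundant genes held 17.1% of the counts, within the range of the others. A sample from another group under this label is argued against by its PFDN2 of 8.49 CPM, near the 7.55 CPM of its replicate and below every siControl and siPFDN5 library, and NR4A3, which serum raised to 249 ± 3.33 CPM in siPFDN2, stood at 0.742 ± 0.0924 CPM in the 2 libraries of this group. A GC trend fits part of the deviation. Removing it lowered the SD of the replicate difference by 43.3%, and the remaining 0.388 is still above every other group, so the trend is unlikely to be the whole source. Leaving out either library of this group raised the counts of the comparisons that do not use it alike. Left with 1 library this group, the most variable, adds no error, so those fits do not show which library deviates.

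The many genes called in the libraries labelled siPFDN5 after serum against siControl, once siPFDN2 before serum replicate 2 was left out, were set against a GC trend between the groups. With the trend removed as well the count was 7411, against 6936, so the trend is unlikely to be the source. An off-target effect of the siPFDN5 seed was not decided. Genes with its site differed by -0.102 after serum and by -0.00647 before serum, both inside the central 95% of random sequences. The value after serum has the sign that a seed effect predicts. It lay near the lower end for random sequences of matched frequency (-0.104 to -0.00723), which were chosen after the data were seen. A seed effect and other unmeasured differences between these cultures stay open, since PFDN5 was not lowered there as it was before serum.

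The lower intronic share in the libraries labelled siPFDN5 after serum was tested against genomic DNA in the other libraries. Protein-coding genes with almost no exon counts had an intronic density in siControl after serum of only 1.36% of the gap between the groups in expressed genes, which argues against it. Among the 1471 genes of middling GC content the difference of the median share was -6.07 percentage points. This does not decide on a GC trend, since GC content was that of transcripts without introns. A trend that acts on introns can remain among these genes and stays open. Slower or less transcription, faster splicing, or a different time of collection could each lower the share, and nothing in these data separates them. siControl after serum also varied between its replicates, at 7.94% and 12.3%, against 5.25% and 5.29% in the libraries labelled siPFDN5.

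Most of the higher pooled intronic share in siPFDN5 before serum lay in the 1% of genes with most intronic counts. HFM1 held 3.47% and 6.40% of all counts in these libraries, against 0.179% and 0.999% in siControl before serum. SLCO5A1 held 1.69% and 3.26%, against 0.0663% and 0.416%. In these libraries at most 0.0306% of the counts of either gene were exonic. What these fragments came from was not tested, so the pooled share is no measure of introns at large. Without the 1% of genes with most intronic counts the difference was 2.33 percentage points (SD 1.61), or 28.5% of the whole, so that these genes are part of the source and not shown to be all of it.

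Genes with the siPFDN2 seed site were lower in siPFDN2 after serum. Genes with the site of the siControl seed were higher in both knockdowns after serum, by 0.0948 in siPFDN2 and 0.0804 in the libraries labelled siPFDN5. Before serum the latter genes stood at -0.0677 in siPFDN2 and 0.0781 in siPFDN5, both inside the central 95% of random sequences. For both patterns after serum a GC trend is argued against. With the trend removed the differences were -0.170 and 0.0762, outside the central 95% of random sequences of matched frequency. An effect of each seed could be told by comparing the libraries labelled siPFDN5 with siPFDN2, where the siControl site should not matter and the siPFDN2 site should. There the 2 groups of genes differed alike, by 0.0119 for the siPFDN2 site and by 0.00864 for the siControl site, both just above the central 95% of random sequences (upper ends 0.00670 and -0.000802). Genes with the siPFDN2 site also stood at -0.126 in the libraries labelled siPFDN5 against siControl, which by their label held no such siRNA. This lay inside the central 95% of random sequences there (-0.148 to -0.000534), so it does not decide, but a difference of much the same size arose without that seed. The matched random sequences were chosen after these values were seen. As the control outcome failed in the same way as the tested one, a seed effect and a shared property of rare sites cannot be told apart here.

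The averaged serum response was set against other splits of the 12 libraries into 6 and 6, in a model with siRNA and serum as separate terms. The real split gave 2753 genes, and 1 of the 100 splits drawn from 462 gave as many, the real one itself. The highest count among the others was 1. In those splits the serum effect was left in the error, which lowers their counts. They therefore do not show how many genes would pass without a serum effect.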
